A study of Caenorhabditis elegans with 24 samples. Its data were reported in "Fasting shapes chromatin architecture through an mTOR/RNA Pol I axis" (2024).

How the data were processed

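Caenorhabditis elegans was grown for 72 h at 20 °C to day 1 of adulthood, when exposure to auxin began. Intestines were dissected before it and 12 and 24 h later, and their messenger RNA was made into libraries with a SMART-Seq kit. The control strain expresses TIR1, a plant F-box protein that marks proteins for degradation when auxin is present. The Pol I-AID strain expresses TIR1 and carries an auxin-inducible degron on RPOA-2, a subunit of RNA polymerase I. Fed animals of both strains were sampled at 0 h (0 mM auxin) and after 12 and 24 h on 1 mM auxin, with 4 biological replicates in each of the 6 groups, which gives 24 libraries. Replicate 1 of every group came from strains outcrossed 1 time and replicates 2 to 4 from strains outcrossed 3 times, so replicate 1 forms a batch of 1 library per group.

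The authors trimmed adaptors, aligned reads to the ce10 assembly with spliced alignment, kept uniquely aligned reads and summed them over the exons of each WS220 gene, and the deposited values are these raw read counts per gene with no normalization or filter. The table held 20392 genes, of which 4282 had no count in any library. Even values made up 70.1% to 82.4% of the counts from 1 to 10 in the 24 libraries, as when both mates of a read pair are counted, so a count is not an independent molecule. Gene symbols came from a table of current gene names, in which 19182 of the 20392 identifiers (94.1%) were found. The reference annotation at hand is of another assembly than ce10, so no coordinates are given. Exon lengths are those in the deposited table.

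The total count per library in mega counts (M) ran from 3.18 M to 29.5 M, with a median of 20.8 M. The 6 vitellogenin genes took 73.7% of all counts, which left 1.03 M to 9.01 M counts per library for all other genes. A level of 3 counts was taken as the floor under which a gene was not distinguished from absent. This floor covers counting error only, since reads without molecular identifiers are not independent molecules. Replicate error is given beside the counting error throughout.

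Differences were tested in R 4.3.3 with edgeR 4.0.16, using the quasi-likelihood F-test on the deposited counts, TMM normalization and the filterByExpr filter, which left 6903 genes. A single model with a mean for each of the 6 groups was fitted to all 24 libraries, with 18 residual degrees of freedom and a common dispersion of 0.111. A gene was called at a Benjamini-Hochberg adjusted p-value (FDR) under 0.05 together with a change of at least 2-fold. The contrasts were Pol I-AID against TIR1 at 0, 12 and 24 h, the change of that difference between time points, and the change over time within each strain. Levels are in CPM on TMM-scaled library sizes, given as mean ± SD of 4 libraries, and a fold change is given as its log2 value with an approximate standard error (SE). This SE is the absolute log2 fold change over the square root of the F statistic. It therefore carries no information beyond the F-test.

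The model, its contrasts and thresholds, the gene lists and the rule for naming genes were chosen before the data were examined. Apart from rpoa-2, the genes named are those with the largest fold changes among genes called, with a mean of at least 10 CPM over all libraries. In the comparisons of Pol I-AID with TIR1 they also had to change in the same direction in all 4 same-numbered ratios, and up to 6 per direction were named at 24 h and up to 3 at 0 and 12 h. In every other contrast 2 per direction were named. Genes named outside this rule are described as chosen after their values were seen.

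Gene sets were defined by symbol, because no table of functional terms was at hand. They comprised ribosomal protein genes, a list of ribosome biogenesis and nucleolar genes of which 44 of 82 were tested, translation factor genes, tRNA synthetase genes, and lists of immune effector families, detoxification families and heat shock genes. Each set was tested with camera (limma 3.58.1, preset inter-gene correlation 0.01), with the rotation test fry and with camera at an estimated correlation, and FDR values were computed over 12 tests for the first 4 sets and over 9 for the other 3. Families of genes that share the letters before the hyphen, with at least 10 tested members, were tested among the genes called at 24 h with a one-sided Fisher's exact test against the 4630 tested genes with such a symbol. Lists of intestine, germline and oocyte, sperm, body wall muscle, hypodermis, pharynx and neuron genes served as checks of the dissection. Their levels are sums in parts per M (ppm) of the counts outside the vitellogenin genes. Library measures were compared between strains with two-sided exact permutation tests.

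The scripts were tested on simulated counts drawn from the means and library sizes of the real libraries. Of 200 genes changed by a known amount among 6728 tested, edgeR called 165 (82.5%), together with 6 unchanged genes. DESeq2 1.42.0 called 161 of them with 10 unchanged genes, and limma on log2-transformed scaled counts called 154 with 43. When a length trend was planted in 6737 genes, 96 unchanged genes were called, and 8 after the trend had been removed. Among 200 random sets of unchanged genes, 3% had a fry p-value under 0.05 and 0.5% a camera p-value under 0.05. The simulated genes varied independently of each other. These rates therefore do not apply to real sets whose genes move together, such as the ribosomal protein genes. A planted gene family was recovered at rank 1.

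The alternatives tried were total library size and RLE factors in place of TMM, no count filter, a filter of at least 10 counts in every library, a fit on the compared groups alone, DESeq2, limma on log2 of the library-scaled count plus 8, FDR under 0.05 alone, FDR under 0.01 with 1.5-fold, the replicate number as a block, set members with a mean of at least 10 CPM, families of at least 5 members or against all tested genes, and leaving out each replicate number and each library of the compared groups. Removal of each library's trend with exon length, counts divided by 2 and rounded up, and the families under the other settings of the model were added after the data had been seen. No sample was left out of the main analysis. Members of multigene families with near-identical copies, such as the vit, pgp, gst, clec, col and spp genes, are uncertain, since uniquely aligned reads of one copy can be lost or assigned to another.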

Results

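RNA-seq read counts were obtained for intestines of TIR1 control animals and of Pol I-AID animals, in which auxin triggers degradation of the RNA polymerase I subunit RPOA-2. Each strain was sampled at 0, 12 and 24 h on auxin, with 4 libraries per group and 24 in all. The 12 and 24 h libraries compare the strains in fed animals on auxin, which acts on RPOA-2 in Pol I-AID alone, and the 0 h libraries give the difference between the strains before auxin.

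The TIR1 libraries at 0 h held 18.2 M, 21.1 M, 3.18 M and 21.1 M counts in replicates 1 to 4. The Pol I-AID libraries at 0 h held 18.8 M, 23.3 M, 29.5 M and 20.9 M. At 12 h the totals were 20.7 M, 22.2 M, 26.2 M and 21.6 M in TIR1 and 24.4 M, 19.7 M, 17.1 M and 25 M in Pol I-AID. At 24 h they were 4.68 M, 18.8 M, 19.4 M and 24.7 M in TIR1 and 19.7 M, 23 M, 20.3 M and 12 M in Pol I-AID. The libraries detected 6301 to 9710 genes, with a median of 8852. Within a group, the Pearson correlation of 2 libraries across genes ran from 0.884 to 0.955, genes not being independent replicates. Total counts did not differ between the strains at 0 h (difference 7.23 M, two-sided exact permutation p 0.2, n = 4 against 4), at 12 h (difference -1.12 M, p 0.657) or at 24 h (difference 1.86 M, p 0.714). Without replicate 1, which alone came from the strains outcrossed 1 time, these differences were 9.44, -2.73 and -2.53 M.

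The vitellogenin genes vit-1 to vit-6 took 68.4% ± 0.848 (SD, n = 4) of the counts in TIR1 and 71.3% ± 1.49 in Pol I-AID at 0 h. At 12 h their share was 72.4% ± 3.82 in TIR1 and 75.7% ± 1.43 in Pol I-AID, and at 24 h it was 75.5% ± 1.23 and 78.7% ± 1.02. The difference between the strains was 2.93 percentage points at 0 h and 3.22 at 24 h, each with a two-sided exact permutation p of 0.0286, the smallest that 4 against 4 libraries can give, and 0.129 after Benjamini-Hochberg adjustment over 9 tests of library measures. At 12 h the difference was 3.3 points (exact permutation p 0.171, adjusted 0.45). Without replicate 1 the differences were 2.72, 4.07 and 3.61 points at 0, 12 and 24 h, each with an exact permutation p of 0.1, the smallest that 3 against 3 can give.

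The transcript of rpoa-2 (WBGene00008781), the gene with the degron tag, was detected at 0 to 34 counts per library. At 0 h it stood at 0.853 ± 0.394 CPM in Pol I-AID and 0.404 ± 0.303 CPM in TIR1, a log2 fold change of 0.83 (SE 0.59, edgeR FDR 0.735). The TIR1 0 h replicate 3 library held 0 counts of it, and its floor of 3 counts allows up to 0.724 CPM. At 12 h the levels were 1.33 ± 0.237 and 0.586 ± 0.585 CPM, a log2 fold change of 1.22 (SE 0.57, edgeR FDR 0.285). At 24 h they were 1.06 ± 0.274 and 0.394 ± 0.194 CPM, a log2 fold change of 1.49 (SE 0.63, edgeR FDR 0.127). The measured levels of all 4 Pol I-AID libraries lay above those of all 4 TIR1 libraries. TIR1 24 h replicate 1 held 2 counts, under the floor, which allows up to 0.764 CPM. This bound exceeds the level of Pol I-AID 24 h replicate 1, 0.731 CPM, so the separation is not certain. Without replicate 1 the log2 fold changes were 0.49, 2.20 and 1.70. Without the TIR1 12 h replicate 1 library the 12 h value was 2.10 with an FDR of 0.0356, the lowest over all alternatives, whose highest was 0.614. The degron acts on the protein, so the level of the transcript is no measure of the degradation.

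Before auxin, 3 genes were called higher and 9 lower in Pol I-AID than in TIR1, which is 0.174% of the 6903 genes tested (edgeR, FDR under 0.05 and at least 2-fold). At an unadjusted p under 0.05 there were 624 genes. With no count filter the numbers rose to 77 higher and 74 lower, the furthest of any alternative, and without replicate 1 they fell to 0 and 1, with 521 genes at an unadjusted p under 0.05. Leaving out 1 library, any of replicates 1 to 3 of either strain at 0 h, left 0 to 1 genes higher and 0 to 4 lower. Both counts were 0 without TIR1 0 h replicate 1, with 532 genes at an unadjusted p under 0.05, and without Pol I-AID 0 h replicate 2, with 593. Among genes that met the naming rule, C40H1.7 (WBGene00008042) was higher, at 33.2 ± 4.78 CPM against 13.6 ± 4.61 (log2 fold change 1.26, SE 0.25, edgeR FDR 0.0383). Lower levels were measured for C49G7.7 (WBGene00016785), at 2.08 ± 0.711 against 6.67 ± 4.47 CPM (log2 fold change -1.73, SE 0.35, edgeR FDR 0.0383). K09D9.1 (WBGene00019564) stood at 24.3 ± 7.12 against 55.6 ± 24.7 CPM (log2 fold change -1.20, SE 0.22, edgeR FDR 0.0235), and K11H12.8 (WBGene00019664) at 14.9 ± 2.16 against 31.4 ± 4.12 CPM (log2 fold change -1.07, SE 0.20, edgeR FDR 0.0235). In each of these 4 genes all 4 Pol I-AID libraries lay on one side of all 4 TIR1 libraries. Their calls were lost in 10, 11, 6 and 9 of 22 alternatives, respectively, 1 of which was the fit without the TIR1 0 h replicate 1 library for C40H1.7, with a log2 fold change of 1.18 and an FDR of 0.162 in a range from 2.28e-07 to 0.411. The other 2 genes called higher were F19C6.4 and W06H8.2, named after their values were seen. Of the 12 genes called at 0 h, 2 were also called at 24 h: aldo-1 was lower at both times, and C49G7.7 was lower at 0 h and higher at 24 h.

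**Figure D1:**
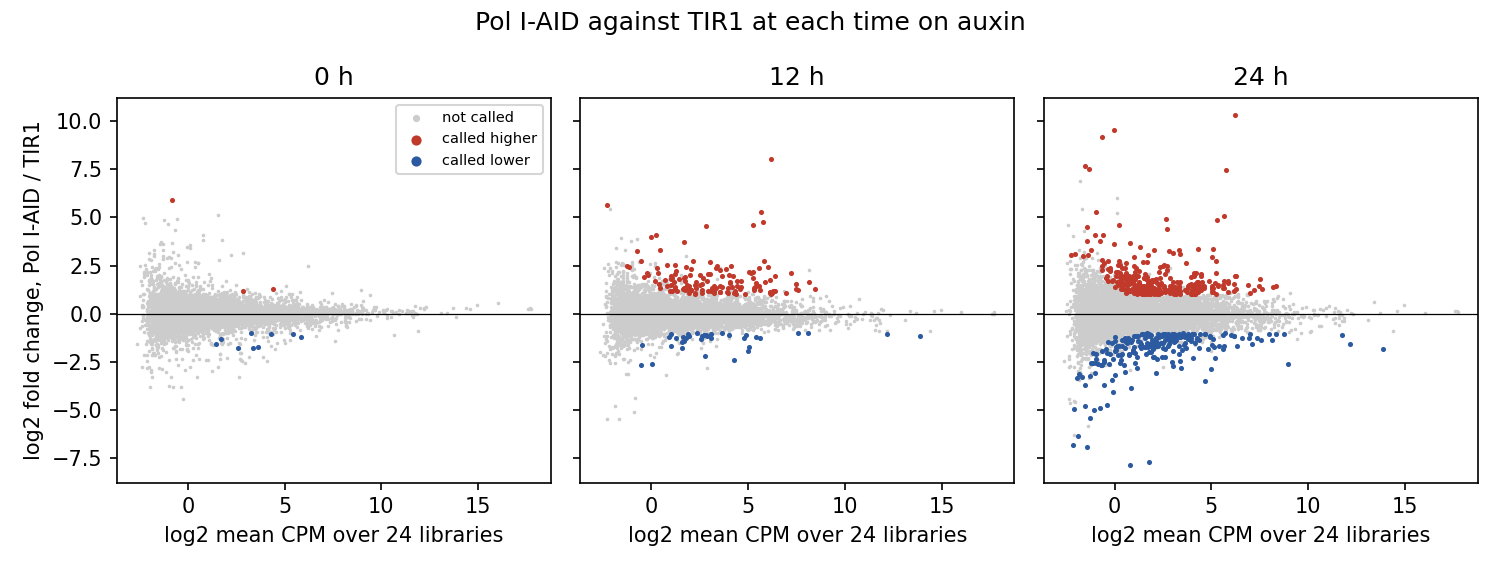
Log2 fold change of Pol I-AID against TIR1 (y axis) against the log2 of the mean CPM over 24 libraries (x axis), 1 point per tested gene, at 0, 12 and 24 h; red points were called higher and blue points lower. The called genes numbered 12 at 0 h, 170 at 12 h and 532 at 24 h.

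After 12 h on auxin, 134 genes were called higher and 36 lower in Pol I-AID, which is 2.46% of the genes tested. Without replicate 1 the counts were 96 and 19. Across all alternatives, the count of higher genes ran from 68 without replicate 3 to 204 under FDR alone. The count of lower genes moved most under FDR alone, to 168. The transcript of pgp-8 (WBGene00004002) rose to 90.5 ± 38.2 CPM against 0.335 ± 0.357 in TIR1 (log2 fold change 8.04, SE 0.76, edgeR FDR 2.21e-07). F35D11.4 (WBGene00018045) reached 80.3 ± 27.2 against 2.07 ± 1.18 CPM (log2 fold change 5.26, SE 0.37, edgeR FDR 1.61e-09), and gst-24 (WBGene00001772) 51.9 ± 14.3 against 1.89 ± 2.68 CPM (log2 fold change 4.77, SE 0.60, edgeR FDR 1.33e-05). Lower levels were found for pitr-5 (WBGene00017312), at 10.9 ± 5.08 against 41.8 ± 3.9 CPM (log2 fold change -1.94, SE 0.32, edgeR FDR 0.000407). In these 4 genes the 4 libraries of one strain did not overlap with the 4 of the other.

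The other named genes lower at 12 h were asp-8 (WBGene00019105), at 4.88 ± 2.82 against 25.5 ± 29.2 CPM (log2 fold change -2.40, SE 0.58, edgeR FDR 0.0126), and clec-7 (WBGene00017364), at 10.3 ± 6.1 against 33.9 ± 18.2 CPM (log2 fold change -1.72, SE 0.35, edgeR FDR 0.00331). At 0 h asp-8 was already at 18.7 ± 8.32 against 59.8 ± 17.8 CPM, with no overlap of the libraries (log2 fold change -1.68, SE 0.55, edgeR FDR 0.257). In both genes the 12 h ranges of the strains overlapped, and a single library, labelled TIR1 12 h replicate 4, held the highest asp-8 level, 68.8 CPM. Without that library the asp-8 value was -1.19 (edgeR FDR 0.176, the highest over its 22 alternatives, whose lowest was 9.65e-25), and the number of genes called lower at 12 h fell from 36 to 20. Without Pol I-AID 12 h replicate 1 the numbers called at 12 h were 79 higher and 22 lower. The clec-7 call was lost in 2 of 22 alternatives. These were the fit without replicate 4 (-1.24, edgeR FDR 0.0784) and the fit of the compared groups alone (-1.71, edgeR FDR 0.0562).

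After 24 h, 300 genes were called higher and 232 lower in Pol I-AID, which is 7.71% of the genes tested, and 952 passed the FDR threshold alone. Without replicate 1 the counts were 235 and 176, of which 210 and 144 were among the 300 and the 232. The filter of at least 10 counts in every library gave the lowest counts, 140 and 121, and the FDR alone the highest, 507 and 445. With the trend of each library with exon length removed, 331 genes were called higher and 175 lower, of which 283 and 166 were shared with the counts above.

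The 24 h gene with the largest rise among those that met the naming rule was pgp-8, at 352 ± 56.2 CPM against 0.346 ± 0.378 in TIR1 (log2 fold change 10.29, SE 0.85, edgeR FDR 4.83e-09). It was followed by gst-24, at 273 ± 86.9 against 1.46 ± 0.704 CPM (log2 fold change 7.45, SE 0.69, edgeR FDR 3.38e-08). F35D11.4 stood at 211 ± 54.5 against 6.04 ± 1.99 CPM (log2 fold change 5.08, SE 0.37, edgeR FDR 7.92e-10) and F08G2.5 (WBGene00008577) at 154 ± 21.3 against 5.14 ± 2.02 CPM (log2 fold change 4.84, SE 0.49, edgeR FDR 1.57e-07). W09G12.7 (WBGene00021121) reached 56.9 ± 29 against 5.23 ± 5.69 CPM (log2 fold change 3.38, SE 0.83, edgeR FDR 0.00675). Its call was lost without replicate 4, at 2.64 with an edgeR FDR of 0.0647, in a range from 1.01e-45 to 0.0647 over its 21 alternatives. A C-type lectin gene, clec-52 (WBGene00015052), reached 120 ± 42.5 against 11.8 ± 3.04 CPM (log2 fold change 3.34, SE 0.26, edgeR FDR 2.4e-09). Both pgp-8 and gst-24 have close paralogs, so part of their reads is uncertain.

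The 24 h gene with the largest fall under the same rule was dod-3 (WBGene00016052), at 4.93 ± 1.81 CPM against 54.4 ± 38.6 in TIR1 (log2 fold change -3.49, SE 0.53, edgeR FDR 5.67e-05). Next was pitr-5, at 2.75 ± 1.35 against 20.9 ± 5.86 CPM (log2 fold change -2.89, SE 0.35, edgeR FDR 2.3e-06), and then lit-1 (WBGene00003048), at 2.59 ± 0.954 against 18.6 ± 4.57 CPM (log2 fold change -2.81, SE 0.32, edgeR FDR 8.13e-07). For dct-16 (WBGene00012615) the levels were 174 ± 28.9 against 1050 ± 1140 CPM (log2 fold change -2.59, SE 0.57, edgeR FDR 0.00259), with TIR1 libraries from 269 to 2690 CPM. F13H10.8 (WBGene00044784) stood at 2.47 ± 0.407 against 13 ± 9.17 CPM (log2 fold change -2.44, SE 0.52, edgeR FDR 0.00197) and spp-2 (WBGene00004987) at 10.6 ± 0.965 against 51.9 ± 43.1 CPM (log2 fold change -2.31, SE 0.54, edgeR FDR 0.00464). In all 12 genes named at 24 h the 4 Pol I-AID libraries lay on one side of the 4 TIR1 libraries. The exons of dod-3, dct-16 and F13H10.8 span 531, 498 and 516 bases, and those of spp-2 fewer, a length range in which most genes moved together. With the length trend removed, their log2 fold changes were -2.69, -1.55, -1.62 and -1.32, and all 4 remained called.

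**Figure D2:**
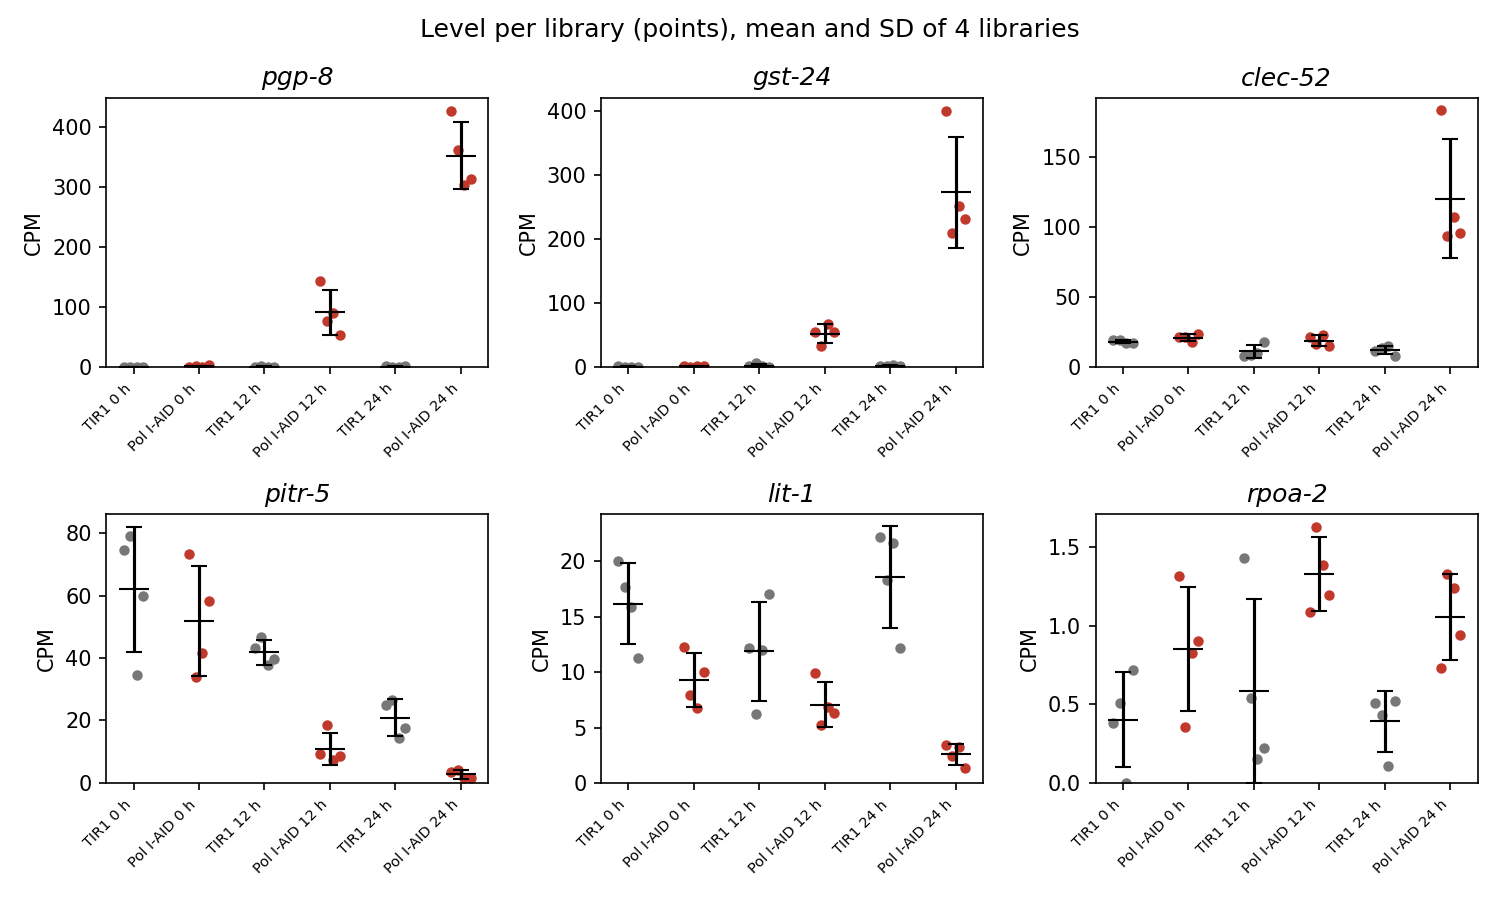
Level in CPM (y axis) of 6 genes in each of the 6 groups (x axis), with 1 point per library, grey for TIR1 and red for Pol I-AID, and black bars for the mean and SD of 4 libraries; lower bars stop at 0. The Pol I-AID levels of pgp-8 averaged 90.5 CPM at 12 h and 352 CPM at 24 h, while those of pitr-5 averaged 10.9 and 2.75 CPM.

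The design asks whether the changes at 24 h were already under way at 12 h. Of the 134 genes higher at 12 h, 75 (56%) were also called higher at 24 h, and of the 36 lower genes, 19 (52.8%) were also called lower. These were 25% of the 300 genes called higher and 8.19% of the 232 called lower at 24 h. The 300 genes higher at 24 h had a median log2 fold change of -0.09 at 0 h (fry p 0.373), 0.79 at 12 h (fry p 2.1e-08) and 1.54 at 24 h. With genes at the floor set to their bound, the 12 and 24 h medians were 0.79 and 1.5. At 12 h, 275 of the 300 (91.7%) were higher in Pol I-AID, against 47.4% of the other genes. The 232 genes lower at 24 h had a median of 0.17 at 0 h (fry p 0.531), -0.45 at 12 h (fry p 0.000177) and -1.58 at 24 h, or -0.44 and -1.52 at 12 and 24 h with genes at the floor set to their bound. At 12 h, 177 of the 232 (76.3%) were lower in Pol I-AID, against 49.8% of the other genes. These genes were chosen by the contrast of the 24 h libraries, in a model whose count filter, scaling and dispersion also drew on the 0 and 12 h libraries. Each of the 4 Pol I-AID libraries was also set against the mean of the TIR1 libraries, with a median over genes per library. For the higher genes these library medians averaged -0.05 ± 0.08 (SD), 0.81 ± 0.19 and 1.59 ± 0.11 at 0, 12 and 24 h. For the lower genes they averaged 0.07 ± 0.17, -0.43 ± 0.19 and -1.37 ± 0.05. This SD holds the spread of the Pol I-AID libraries alone and leaves out that of TIR1. In the fit without replicate 1, the median log2 fold changes were -0.04 and 0.78 at 0 and 12 h for the higher genes and 0.19 and -0.41 for the lower genes. The alternative that moved the 12 h medians most was the fit with no count filter for the lower genes, at -0.20 (fry p 0.0757, range 1.01e-10 to 0.0757 over the alternatives that left out no library). At 0 h the median of the higher genes was 0.05 without TIR1 0 h replicate 1, and that of the lower genes was -0.04 without Pol I-AID 0 h replicate 3.

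**Figure D3:**
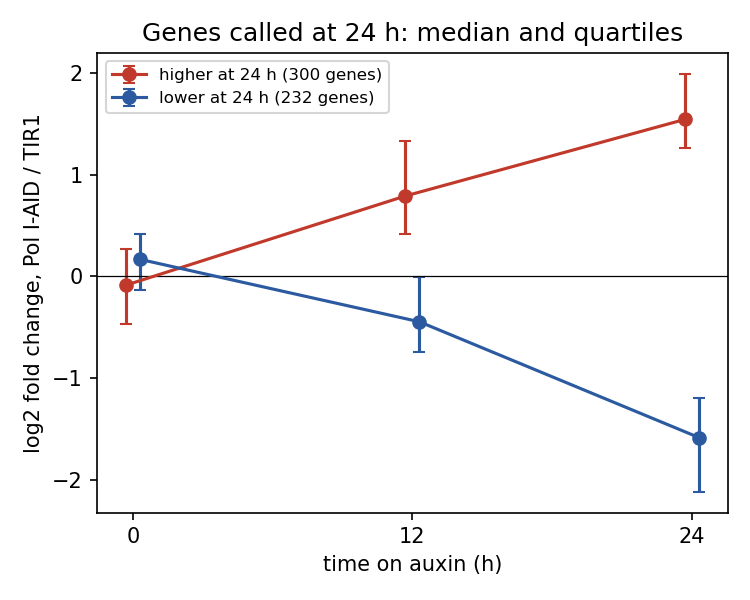
Log2 fold change of Pol I-AID against TIR1 (y axis) at 0, 12 and 24 h on auxin (x axis), for the 300 genes higher (red) and the 232 genes lower (blue) at 24 h; points are medians over genes and bars run between the quartiles. The medians at 12 h were 0.79 and -0.45, between those at 0 and 24 h.

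The change of the strain difference over time was tested with interaction contrasts, which take out differences present before auxin. From 0 to 12 h the difference rose in 115 genes and fell in 28, and from 0 to 24 h it rose in 242 and fell in 164. From 12 to 24 h it rose in 7 genes and fell in 15, with 728 genes at an unadjusted p under 0.05. The totals without replicate 1 were 74, 246 and 10 genes. As a ratio, the largest move was that of the 12 to 24 h total with no count filter, from 22 to 230 genes. In number of genes, the 0 to 24 h total moved further under that setting, from 406 to 698. The total from 0 to 12 h was 89 without TIR1 0 h replicate 1 and 91 without Pol I-AID 12 h replicate 1. From 0 to 12 h the named genes were F08G2.5, with a change of 5.95 on the log2 scale (SE 0.70, edgeR FDR 2.57e-05), and F35D11.4, with 4.71 (SE 0.57, edgeR FDR 3.18e-05). The difference fell for trap-1 (WBGene00022122), by a log2 change of -1.72 (SE 0.27, edgeR FDR 0.000553), and for pitr-5, at -1.67 (SE 0.44, edgeR FDR 0.0329), a call lost in 12 of 30 alternatives. From 0 to 24 h it rose for pgp-8, by 7.79 (SE 2.04, edgeR FDR 0.0174), and for gst-24, by 6.32 (SE 1.5, edgeR FDR 0.00864). Without TIR1 0 h replicate 4 the pgp-8 change was 6.37 with an FDR of 0.387, in a range from 1.89e-15 to 0.387 over its alternatives, and without TIR1 0 h replicate 1 the gst-24 change was 5.05 with an FDR of 0.253, in a range from 5.78e-18 to 0.333. At 0 h pgp-8 had 0 to 7 counts per library in TIR1 and 0 to 50 in Pol I-AID, where replicate 4 held 2.26 CPM and the others 0 to 0.538, and gst-24 had 0 to 10 and 6 to 16 counts.

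The largest falls of the difference from 0 to 24 h among eligible genes were those of dod-3, at -4.02 (SE 0.71, edgeR FDR 0.000549), and dct-16, at -3.81 (SE 0.78, edgeR FDR 0.00253). From 12 to 24 h it rose for clec-52, by 2.57 (SE 0.34, edgeR FDR 0.000283), and cest-13 (WBGene00010116), by 2.48 (SE 0.35, edgeR FDR 0.000468). It fell for lit-1, at -2.06 (SE 0.42, edgeR FDR 0.0175), and for Y73B6BL.31 (WBGene00022252), at -1.78 (SE 0.30, edgeR FDR 0.00354). Without Pol I-AID 24 h replicate 2 the lit-1 change was -2.01 with an FDR of 0.0538, in a range from 2.91e-07 to 0.155. The Y73B6BL.31 call was lost in 2 of 30 alternatives. These were the fits without replicate 2 (-1.62, edgeR FDR 0.0636) and without replicate 3 (-1.84, edgeR FDR 0.0679).

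Changes over time in TIR1 give the background of auxin, transfer and age. In TIR1, 178 genes changed from 0 to 12 h, of which 35 fell, and 452 rose and 218 fell from 0 to 24 h. In Pol I-AID, 394 genes rose and 167 fell from 0 to 12 h, and 748 rose and 451 fell from 0 to 24 h, which is 17.4% of the genes tested. Of the genes that rose in TIR1 by 12 h, 97 (67.8%) also rose in Pol I-AID. By 24 h, 291 of 452 (64.4%) rose and 87 of 218 (39.9%) fell in both strains. The totals in replicates 2 to 4 were 73 and 652 genes in TIR1 and 463 and 1059 in Pol I-AID. As a ratio, the TIR1 count from 0 to 12 h moved most, from 178 to 0 genes in a fit of the 8 libraries compared. That fit had 805 genes at an unadjusted p under 0.05. The count was 358 without the library labelled TIR1 12 h replicate 4. It was 115 without TIR1 12 h replicate 1 and 114 without TIR1 12 h replicate 3.

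The gene with the largest rise in TIR1 was fmo-2 (WBGene00001477), from 0 to 4 counts per library at 0 h to 35.6 ± 30.7 CPM at 12 h (edgeR FDR 1.57e-05) and 97.3 ± 28.6 CPM at 24 h (edgeR FDR 1.4e-07). These were 105-fold and 287-fold the 0 h mean with the 3 libraries under the floor set to it. In a fit of the compared groups alone its 12 h call was lost (edgeR FDR 0.0604, range 4.91e-142 to 0.0604 over its 21 alternatives). Next was drd-50 (WBGene00018643), from 3.01 ± 1.75 CPM to 58.1 ± 38 at 12 h (log2 fold change 4.27, SE 0.49, edgeR FDR 1.57e-05) and 161 ± 8.98 at 24 h (log2 fold change 5.74, SE 0.52, edgeR FDR 4.22e-08). The library labelled TIR1 12 h replicate 4 held 1.49 CPM of fmo-2 and 6.38 of drd-50, and without it the 12 h log2 fold change of drd-50 was 4.65. The falls named in TIR1 at 12 h were those of col-119 (WBGene00000693), from 55.5 ± 68.6 to 3.34 ± 1.09 CPM (log2 fold change -4.06, SE 0.75, edgeR FDR 0.00182), and col-140 (WBGene00000713), from 63.1 ± 76.7 to 3.9 ± 1.81 CPM (log2 fold change -4.02, SE 0.77, edgeR FDR 0.0024). At 24 h they were those of asp-8, from 59.8 ± 17.8 to 5.3 ± 2.82 CPM (log2 fold change -3.49, SE 0.61, edgeR FDR 0.000244), and col-140, to 7.91 ± 6.31 CPM (log2 fold change -3.08, SE 0.75, edgeR FDR 0.00506). Both collagen genes were high in the TIR1 0 h replicate 1 and 4 libraries, which held the most hypodermis transcripts. Without TIR1 0 h replicate 1 the 24 h col-140 value was -1.92 with an FDR of 0.0528, in a range from 8.62e-38 to 0.0528. The 12 h calls of both genes were lost in 2 of 22 alternatives. Without replicate 1 the values were -2.77 for col-119 (edgeR FDR 0.0712) and -2.66 for col-140 (edgeR FDR 0.0906). In a fit of the compared groups alone the edgeR FDR was 0.0788 for each.

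In Pol I-AID, fmo-2 rose from no more than 2 counts per library at 0 h to 23.6 ± 4.49 CPM at 12 h, at least 177-fold higher than the floor (edgeR FDR 3.85e-07), and to 35 ± 4.3 CPM at 24 h, at least 262-fold higher (edgeR FDR 4.05e-08). Over the first 12 h pgp-8 rose by a log2 fold change of 6.98 (SE 0.71, edgeR FDR 1.12e-07), while pitr-5 changed by -2.25 (SE 0.32, edgeR FDR 1.38e-05) and clec-7 by -2.21 (SE 0.35, edgeR FDR 5.78e-05). Over 24 h gst-24 rose by 9.32 (SE 0.75, edgeR FDR 7.39e-10), from 0.424 ± 0.135 CPM. The falls over 24 h were those of pitr-5, at -4.21 (SE 0.36, edgeR FDR 1.87e-09), and trap-1, from 102 ± 14.1 to 9.5 ± 1.69 CPM (log2 fold change -3.42, SE 0.21, edgeR FDR 9.22e-12).

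Genes of the ribosome and of translation were compared between the strains at each time. The 44 ribosome biogenesis genes had a median log2 fold change of 0.08 at 0 h (camera FDR 0.918), a value that was -0.11 with total library size, 0.37 at 12 h (camera FDR 0.00426, 37 of 44 higher) and 0.60 at 24 h (camera FDR 0.00401, 31 of 44 higher). The medians without replicate 1 were 0.02, 0.30 and 0.45. Of these genes, 7 were called higher at 24 h over all genes tested and 7 when adjusted over the list alone. At 12 h, eif-6 was called over all genes and 0 genes when adjusted over the list alone, with 7 at an unadjusted p under 0.05. No gene of the list was called at 0 h over all genes (2 at an unadjusted p under 0.05), and 1 when adjusted over the list alone. The alternative that moved the median of this set most kept members with a mean of at least 10 CPM, with -0.28 at 0 h and 0.85 at 12 h. The 0 h median was also under 0, from -0.08 to -0.02, without TIR1 0 h replicate 1 or 2 and without Pol I-AID 0 h replicate 2, 3 or 4.

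The 31 tRNA synthetase genes had medians of -0.02 (camera FDR 0.122), 0.21 (camera FDR 3.35e-06, 20 of 31 higher) and 0.27 (camera FDR 0.000582, 21 of 31 higher) at 0, 12 and 24 h, and -0.04, 0.18 and 0.35 without replicate 1, where the 0 h value gained a call (camera FDR 0.0228, range 0.0136 to 0.677 over the fits that left out libraries). Of them, 7 were called higher at 12 h and 8 at 24 h, and adjusted over the list alone the counts were also 7 and 8. At 0 h none was called over all genes (7 at an unadjusted p under 0.05) and 1, lower, when adjusted over the list alone. With no count filter the 0 h median was 0.00, and it was 0.01 without TIR1 0 h replicate 1, 0.02 without TIR1 0 h replicate 3 and -0.11 (camera FDR 0.0136, the lowest of that range) without Pol I-AID 0 h replicate 1. The 24 h median was 0.10 without TIR1 24 h replicate 4. The 35 translation factor genes had medians of 0.04 (camera FDR 0.816), 0.11 (camera FDR 0.0419, 21 of 35 higher) and 0.18 (camera FDR 0.122), and 0.10, 0.14 and 0.23 without replicate 1. The 0 h value of this set was -0.17 with total library size and -0.01 without Pol I-AID 0 h replicate 1. The 12 h call of this set was lost without TIR1 12 h replicate 1, TIR1 12 h replicate 3, Pol I-AID 12 h replicate 2 or Pol I-AID 12 h replicate 3, with medians of 0.11, 0.18, 0.06 and 0.13 and camera FDR values from 0.056 to 0.124, in a range from 0.0194 to 0.164 over all fits that left out libraries. Called higher were eif-6 and eif-4A3 at 12 h and eif-2A at 24 h, with the same counts of 2 and 1 when adjusted over the list alone, and no member was called at 0 h in either way (2 at an unadjusted p under 0.05).

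The 80 ribosomal protein genes had medians of 0.53 at 0 h (camera FDR 5.88e-05, 75 of 80 higher), 0.23 at 12 h (camera FDR 0.208) and -0.86 at 24 h (camera FDR 0.00178, 15 of 80 higher), and 0.78, 0.19 and -1.23 without replicate 1. At 24 h, 6 members were called lower over all genes and 0 when adjusted over the list alone, with 35 at an unadjusted p under 0.05. At 0 and 12 h no member was called in either way, with 1 and 5 at an unadjusted p under 0.05. The 0 h median was -0.06 without Pol I-AID 0 h replicate 3, the 12 h median was -0.10 without Pol I-AID 12 h replicate 4, and the 24 h median was -0.37 without TIR1 24 h replicate 4 (camera FDR 0.254, range 6.93e-08 to 0.254 over the fits that left out libraries). The 12 h median passed without TIR1 12 h replicate 2, at 0.50, and without Pol I-AID 12 h replicate 2, at 0.36 (camera FDR 0.00155 and 0.0422, range 3.71e-05 to 0.999). With the length trend removed, the 24 h median was -0.08 (camera FDR 0.707, range 0.000103 to 0.707 over the alternatives that left out no library). Under fry, the camera calls of the biogenesis and tRNA synthetase sets at 12 and 24 h and of the translation factors at 12 h held, and those of the ribosomal protein genes did not (FDR 0.491 at 0 and 24 h). The translation factors at 24 h passed under fry alone (FDR 0.00951). With an estimated inter-gene correlation, which was 0.64 for the ribosomal protein genes at 24 h, no set passed, the lowest FDR being 0.0648.

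The 120 genes of detoxification families had medians of 0.03 (camera FDR 0.692), 0.00 (camera FDR 0.416) and 0.20 (camera FDR 0.00396, 78 of 120 higher) at 0, 12 and 24 h. Over the fits that left out libraries the 24 h median ran from 0.13 to 0.26 (camera FDR 0.00173 to 0.0214), and it was 0.19 without replicate 1. The 24 h call held under fry (FDR 0.0296) and not with an estimated correlation (FDR 0.58). At 24 h, 19 of them were called higher and 4 lower over all genes, and 22 and 4 adjusted over the list alone. At 12 h the counts were 11 and 2, and 13 and 4 adjusted over the list alone, and at 0 h cyp-14A1 and cyp-33C8 were lower, with 0 higher and 3 lower adjusted over the list alone. The 101 genes of immune effector families had medians of 0.12, 0.11 and 0.07 (camera FDR 0.525, 0.46 and 0.525), with 9 called higher and 10 lower at 24 h, and 9 and 15 adjusted over the list alone. The 33 heat shock genes had medians of 0.15, -0.22 and -0.14 (camera FDR 0.525, 0.186 and 0.416), and dnj-28 alone was called, lower at 24 h, over all genes and over the list.

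Among 58 gene families tested in both directions, 6 were over-represented among the genes called at 24 h (one-sided Fisher's exact test, FDR over 116 tests, 10 at an unadjusted p under 0.05). In the higher direction these were 10 of 45 ugt genes (FDR 0.00115), 7 of 23 npp genes (FDR 0.00161), 9 of 49 fbxa genes (FDR 0.00724) and 4 of 10 pgp genes (FDR 0.0125; pgp-1, pgp-3, pgp-8 and pgp-13). In the lower direction they were 7 of 14 spp genes (FDR 1.61e-05) and 4 of 11 cox genes (FDR 0.00849; cox-6A, cox-6B, cox-6C and cox-15). With total library size the fbxa genes did not pass, and with RLE factors and DESeq2 all 6 passed in the same directions. The tested spp genes had a median exon length of 438 bases and the cox genes of 741 bases. With the length trend removed the spp genes still passed, with 4 of 14 lower (FDR 0.0127), and the cox genes did not. The families that passed without replicate 1 were spp and ugt, and those without replicate 4 were npp and spp, the smallest numbers of any alternative.

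Short genes moved together. At 24 h the 176 tested genes under 500 bases had a median log2 fold change of -1.32 and 21.6% of them were called lower, against 1.3% of the genes of at least 2500 bases. At 0 h the short genes had a median of 0.58, and none of them was called. The median deviation of 314 genes under 600 bases, taken per library as an index, did not differ between the strains at 0 h (difference 0.202, two-sided exact permutation p 0.857, n = 4 against 4), 12 h (0.128, p 0.6) or 24 h (-0.584, p 0.4), and the differences were 0.369, 0.135 and -0.921 without replicate 1. Across 24 libraries, as deviations from the group means, this index correlated with the median level of the ribosomal protein genes (Pearson 0.99, Spearman 0.96, each with a permutation p of 1e-05, the smallest that 100000 permutations can give). Without the 2 libraries farthest from the median of the index, Pol I-AID 0 h replicate 3 and TIR1 24 h replicate 4, the Pearson correlation was 0.98, and over the 18 libraries without replicate 1 it was 0.99 (Spearman 0.96, each with a permutation p of 1e-05). This was the 1 correlation across libraries that was computed, and the ribosomal protein genes had a median exon length of 644.5 bases, against 1588 over all tested genes.

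**Figure D4:**
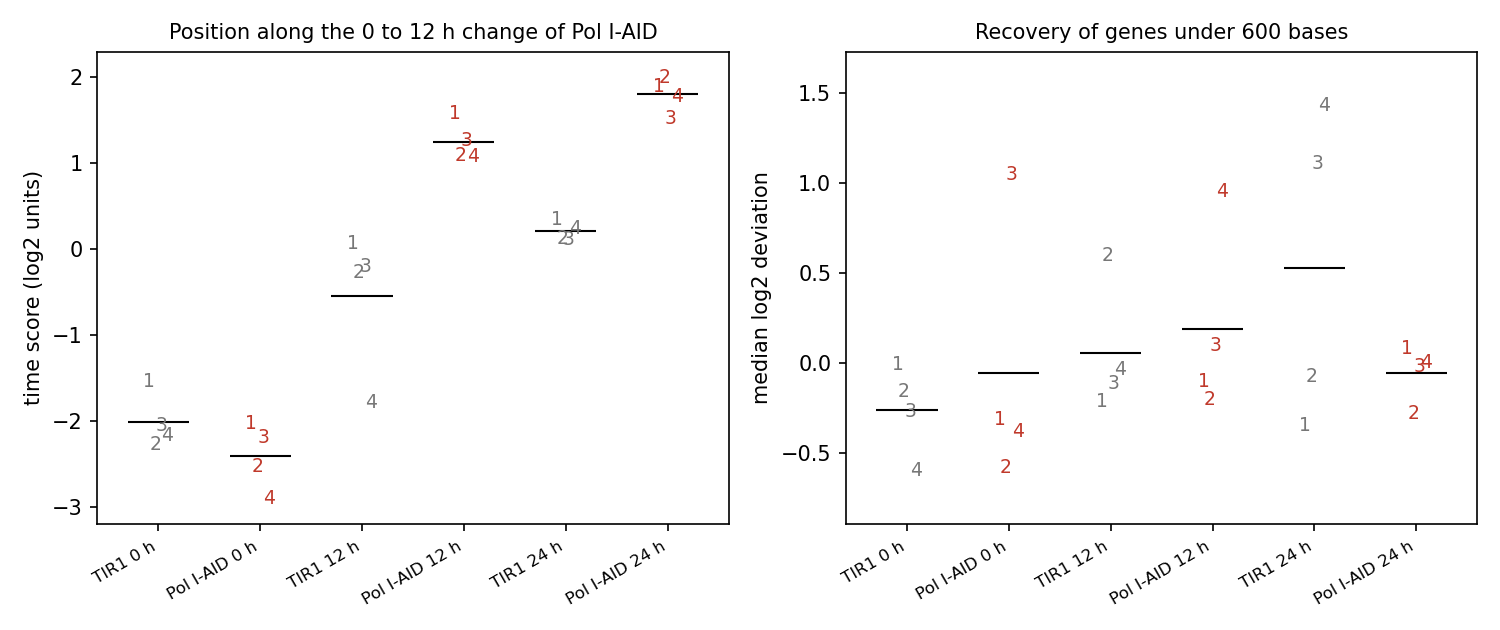
Library measures (y axes) by group (x axes), each library shown by its replicate number, grey for TIR1 and red for Pol I-AID, with a line at the mean of 4 libraries: left, the mean log2 CPM of the 394 genes that rose minus that of the 167 genes that fell in Pol I-AID from 0 to 12 h; right, the median log2 deviation of genes under 600 bases. The library labelled TIR1 12 h replicate 4 had a score of -1.78, and the other 3 TIR1 12 h libraries lay between -0.27 and 0.07.

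Transcripts of other tissues were low in most libraries. In ppm of the counts outside the vitellogenin genes, the 25 germline and oocyte genes summed to 11.2 to 867 with a median of 19.6, the 46 sperm genes to 0 to 19.9 and the 15 body wall muscle genes to 3.72 to 269. The 167 hypodermis genes summed to 88.1 to 3641, the 12 pharynx genes to 0.306 to 113 and the 41 neuron genes to 27.8 to 69.5. The 24 intestine genes, without the vitellogenin genes, summed to 12140 to 34900. Of these lists, 6 germline, 2 sperm, 5 muscle, 31 hypodermis, 2 pharynx and 5 neuron genes passed the count filter, as did 23 intestine genes.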

Values the study reported

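After 24 h on auxin the paper reports 316 genes with higher and 285 genes with lower expression upon loss of RNA polymerase I. For fasting it reports 2,982 genes up and 351 genes down.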

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

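Of the tests below, those on thinned counts for the number of genes detected, on the germline and pharynx lists, and on the depth, tissue content and exchange of the library labelled TIR1 12 h replicate 4 were chosen only after the result was seen. Each of 138 groups of 4 libraries was searched for a library far from the other 3, with a gap to the nearest of the others, over the range of the group, above the 0.05 critical value of Dixon's test for 4 values. This was met in 17 groups, where chance alone gives 6.9, so about that many of the values below need no explanation.

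The TIR1 0 h replicate 3 library held 3.18 M counts, and the other 3 libraries of its group held 18.2 M to 21.1 M. It also detected the fewest genes of its group, 6595 against 9162 to 9519. When the other 3 libraries were thinned to its total, they detected a median of 7233 genes (7110 to 7540), so low depth may account for most of the shortfall and a remainder stays open. No biological explanation was tested, since the library shares its group with the other 3.

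In Pol I-AID 0 h replicate 3 the index of genes under 600 bases was 1.045, and in the other 3 libraries it lay between -0.58 and -0.31. The same library decides the difference of the ribosomal protein genes at 0 h, whose median was 0.53 with all libraries and -0.06 without it. A candidate explanation is a difference in the recovery of short transcripts during library preparation, which cannot be told apart from a difference between the animals in a single library.

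Germline and oocyte transcripts were far above the rest of the group in Pol I-AID 0 h replicate 4, at 867.1 ppm of the counts outside the vitellogenin genes against 21.7 to 31.8. Of the 25 genes of the list, 21 had their highest level of all 24 libraries there, among them perm-4 at 375 (median of the others 2.89), rme-2 at 161 (4.21) and chs-1 at 83.2 (1.6). Germline tissue left in the dissected sample is a candidate source. In Pol I-AID 24 h replicate 3 the same list reached 213.5 against 11.2 to 26.0. Without Pol I-AID 0 h replicate 4, 4 of the 25 genes had their highest level there, with perm-4 at 145, perm-2 at 45.8 and rme-2 at 7.55, where another library held 11.5 of rme-2. The signal rested on perm-4 and perm-2, so germline tissue cannot be told apart from a change in these genes. Of the 25 genes, 6 passed the count filter of the intestinal libraries.

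Body wall muscle transcripts reached 268.6 ppm in TIR1 0 h replicate 1 against 10.5 to 18.1 in the rest of its group. The same library held the most hypodermis transcripts of all 24, at 3641 ppm. RNA of the body wall in the sample stays open as the source, and no biological explanation was tested. Of the 15 muscle genes, 5 passed the count filter.

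Pharynx transcripts reached 112.9 ppm in TIR1 24 h replicate 3 against 1.86 to 3.99 in the other 3 libraries of its group. Of the 12 genes of the list, 5 had their highest level of all 24 libraries there. They included myo-1 at 48.5, myo-2 at 38.3 and pqn-75 at 17.6, and the highest levels in any other library were 2.91, 2.6 and 0.64. Pharynx tissue in the sample may be the source, and since the other genes of the list did not peak there, the test leaves this open.

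The following single-gene levels lay far from the other 3 libraries of their group. K09D9.1 was at 92.3 CPM in TIR1 0 h replicate 1 (others 38.6 to 47), pgp-8 at 0.871 and gst-24 at 5.89 CPM in TIR1 12 h replicate 2 (others 0.149 to 0.165 and 0.224 to 0.988), and W09G12.7 at 13.7 CPM in TIR1 24 h replicate 2 (others 1.66 to 3.56). F08G2.5 was at 186 and clec-52 at 183 CPM in Pol I-AID 24 h replicate 1 (others 141 to 148 and 93.2 to 107), and asp-8 was at 33.2 CPM in TIR1 0 h replicate 1 (others 65.9 to 70.9). For fmo-2 the level was 0.965 CPM in TIR1 0 h replicate 3 (others 0 to 0.0427) and 0.0613 CPM in Pol I-AID 0 h replicate 3 (others 0), which rest on 4 and 2 counts. Replicate 1 came from the strains outcrossed 1 time, so strain and library cannot be told apart for its values. No further test was run on single genes, and no biological explanation was tested.

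The asp-8 level of 68.8 CPM in the library labelled TIR1 12 h replicate 4 (others 4.89 to 15) lay within the range of the TIR1 0 h libraries. Its score along the change of Pol I-AID from 0 to 12 h was -1.78, against 0.07, -0.27 and -0.20 in the other 3. The tables argue against low depth, with 21.6 M counts against 20.7 M to 26.2 M. They argue against an exchange with a TIR1 0 h library, whose highest score was -1.54, as none of those 4 looks like a 12 h library. They also argue against RNA of other tissues, with non-intestinal transcripts at 243 ppm against 174, 220 and 226 in the rest of the group, since 17 libraries had more and all 17 lay nearer to their own group, the highest at 4030. What stays open is that these animals had little or no exposure to the condition of the label. Over the 561 genes called in Pol I-AID from 0 to 12 h, the correlation of this library with the TIR1 0 h libraries was 0.946 to 0.972, and with the other TIR1 12 h libraries it was 0.887 to 0.904. This correlation is across genes, which are not independent replicates. A slower response of the animals in that replicate cannot be excluded by these values. In 3 of the 35 splits of the 8 TIR1 libraries at 0 and 12 h, the real one included, at least as many genes were called as the 178 of the real split. The other 2 gave 229 and 204 genes, and both placed this library with libraries of 0 h.

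The difference between the strains changed with time on auxin, as tested with interaction terms. From 0 to 12 h it rose in 115 genes and fell in 28, from 0 to 24 h in 242 and 164 and from 12 to 24 h in 7 and 15. In 1 of 100 drawn splits, the real one, were there as many genes from 0 to 12 h, and the highest count of the other splits was 80. The same held for 0 to 24 h, with 1 of 100 splits and a highest other count of 384. From 12 to 24 h, 4 of 100 splits gave as many genes, the other 3 with 54, 178 and 381, and each of these 3 moved libraries between the strains at 12 h. Such an exchange adds the strain difference itself to the contrast. In all 3 contrasts the splits drew strain labels within each time point, so they stand for no strain difference, not for a constant one. By themselves they do not show that the difference changed with time. The individual changes on the log2 scale were 5.95 for F08G2.5, 4.71 for F35D11.4, -1.72 for trap-1 and -1.67 for pitr-5 from 0 to 12 h. From 0 to 24 h they were 7.79 for pgp-8, 6.32 for gst-24, -4.02 for dod-3 and -3.81 for dct-16. From 12 to 24 h they were 2.57 for clec-52, 2.48 for cest-13, -2.06 for lit-1 and -1.78 for Y73B6BL.31. The design names the loss of RNA polymerase I as the biological difference, and it remains a hypothesis for each gene.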

How the results depend on the processing

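The alternatives with the length trend removed and with counts divided by 2, and for the gene families also the other scalings, DESeq2 and each replicate left out, were chosen only after the data were seen. The detoxification, immune effector and heat shock sets were also put under the alternatives only then. The results were recomputed under the alternatives, 1 choice at a time, and where a value below changed the cause was not tested unless it is given. Of the results that answer a comparison, 847 values kept their direction and their side of the threshold, 88 counts moved by more than 1.5 times, 12 lost and 14 gained a call, and 54 reversed or came to 0. Of 1178 values of the named genes, 1102 kept their call, 76 lost it and 0 reversed. The filter of at least 10 counts in every library gave no value for rpoa-2 and for several named genes, as these fell under it.

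At 0 h, 3 genes were called higher. Their number was 77 with no count filter, 10 with DESeq2, and 0 in a fit of the compared groups alone (545 genes at an unadjusted p under 0.05) and at an FDR under 0.01 with 1.5-fold (624 genes). The 9 genes lower at 0 h became 37 with total library size, 74 with no filter, 15 with the length trend removed, 2 with the compared groups alone, 23 with DESeq2, 44 with limma and 0 at the stricter threshold. At 12 h, the 134 higher genes became 74 with at least 10 counts in every library, where fewer genes were tested, and 204 at FDR alone. The 36 lower genes became 65 with no filter, 19 with at least 10 counts, 18 with the compared groups alone, 17 with limma and 168 at FDR alone. At 24 h, the 300 higher genes became 140 with at least 10 counts and 507 at FDR alone, and the 232 lower genes became 373 with no filter, 121 with at least 10 counts and 445 at FDR alone.

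The 115 genes with a rise and 28 with a fall of the strain difference from 0 to 12 h became in all 289 with no filter and 79 at the stricter threshold, and the 406 from 0 to 24 h became 698 and 233. The 22 from 12 to 24 h became 230 with no filter, 51 with DESeq2 and 14 at the stricter threshold. In TIR1 the 178 genes changed from 0 to 12 h became 296 with no filter, 70 with at least 10 counts, 0 with the compared groups alone (805 genes at an unadjusted p under 0.05) and 321 at FDR alone. The 670 from 0 to 24 h became 271 with at least 10 counts and 1124 at FDR alone. In Pol I-AID the same pair of settings gave 254 and 984 in place of 561 from 0 to 12 h, and 519 and 1921 in place of 1199 from 0 to 24 h.

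Scaling by total library size shifted the median log2 fold change of all genes by over 0.1, to -0.18 for Pol I-AID against TIR1 at 0 h, 0.16 and 0.11 for the changes of that difference to 12 and 24 h, -0.14 and -0.41 for TIR1 to 12 and 24 h and -0.32 for Pol I-AID to 24 h. The limma setting gave -0.14, 0.15, 0.12, -0.11, -0.33 and -0.23. The share of higher among all calls moved with it. At 0 h it was 25% in the main analysis, 7.5% with library size and 6.38% with limma. For the change of the difference to 12 h it was 80.4%, 96.2% and 96.1%, and to 24 h 59.6%, 75.1% and 82.7%. For TIR1 it was 80.3%, 67.4% and 57.8% to 12 h and 67.5%, 31.9% and 29.2% to 24 h, and for Pol I-AID to 24 h it was 62.4%, 43.9% and 49.8%. At 12 h limma moved the share from 78.8% to 89.5%. At 24 h library size gave 251 genes higher and 249 lower, and limma moved that share by under 10 points.

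The 0 h median of the genes higher at 24 h, -0.09, was -0.33 with library size (fry p 0.00199) and -0.20 with limma (fry p 0.0111), in a range of p from 0.00199 to 0.494, and both settings also shift the median of all genes. That of the genes lower at 24 h, 0.17, reversed to -0.07 and -0.11. At 12 h the median of the lower genes, -0.45, was -0.20 with no filter (fry p 0.0757). The biogenesis median at 0 h, 0.08, reversed to -0.11 with library size, -0.09 with at least 10 counts, -0.13 with limma and -0.28 for members with a mean of at least 10 CPM. The translation factor median at 0 h, 0.04, reversed to -0.17 with library size and -0.18 with limma. The tRNA synthetase median at 0 h, -0.02, gained a call at -0.26 with library size (camera FDR 0.0359), -0.11 with the compared groups alone (0.0481) and -0.24 with limma (0.0337), in a range of FDR from 0.0337 to 0.247, and was 0.00 with no filter. The translation factor median at 12 h, 0.11, was -0.01 for members with a mean of at least 10 CPM. At 24 h it gained a call at 0.18 with no filter (0.0368) and 0.30 for members with at least 10 CPM (0.0303), in a range from 0.0303 to 0.397. The ribosomal protein median at 24 h, -0.86, lost its call at -0.68 with at least 10 counts (0.0809) and -0.08 with the length trend removed (0.707), an alternative that by construction removes what short genes share.

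The further sets moved around 0. At 0 h the immune effector median, 0.12, was -0.08 with library size, 0.00 with no filter and -0.09 with limma, and the detoxification median, 0.03, was -0.19 with library size and -0.15 with limma. The heat shock median at 0 h, 0.15, was -0.10 with library size and with limma and -0.06 with counts divided by 2. With no filter the immune effector medians at 12 and 24 h and the detoxification median at 12 h were 0.00, and the last was -0.01 with counts divided by 2 and for members with at least 10 CPM. The heat shock median at 24 h, -0.14, was 0.09 for members with at least 10 CPM. The detoxification set at 24 h kept its call, at 0.13 to 0.30 (camera FDR 0.000104 to 0.0153). With libraries left out, the detoxification median ran from -0.06 to 0.11 at 0 h and from -0.13 to 0.13 at 12 h, where it gained a call without replicate 2 (camera FDR 0.0263, range 0.0263 to 0.784). The heat shock median at 0 h then ran from -0.11 to 0.18 and the immune effector median at 24 h from -0.03 to 0.16.

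Fits that left out libraries gave these ranges. Genes higher and lower at 0 h numbered 0 to 4 and 0 to 12 over 12 fits, with 455 to 593 at an unadjusted p under 0.05 where both or one were 0. At 12 h they numbered 68 to 140 and 19 to 41, and at 24 h 196 to 291 and, with the lower end rounded to 2 digits, 1.4e2 to 262. At that end, without replicate 2, the count of lower genes fell by 89 from 232. The strain difference changed in 37 to 156, 216 to 432 and 3 to 33 genes from 0 to 12, 0 to 24 and 12 to 24 h over 20 fits, the lowest each time without replicate 3. TIR1 changed in 51 genes from 0 to 12 h without replicate 2 and in 358 without the library labelled TIR1 12 h replicate 4. The rpoa-2 value at 12 h ran from 0.88 to 2.20, and its edgeR FDR passed 0.05 only without TIR1 12 h replicate 1 (0.0356, in a range to 0.614). The 0 h median of the genes higher at 24 h ran from -0.21 to 0.05, and that of the lower genes from -0.04 to 0.32. At 0 h the set medians ran from -0.07 to 0.81 for ribosomal protein genes, -0.08 to 0.17 for biogenesis, -0.01 to 0.10 for translation factors and -0.11 to 0.02 for tRNA synthetases. At 12 h they ran from -0.16 to 0.62 for ribosomal protein genes and 0.06 to 0.18 for translation factors, and at 24 h from -1.23 to -0.37 for ribosomal protein genes. The number of gene families ran from 2 to 4 over 4 fits. Fewer libraries lower the power of each fit.

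In all of these fits the 12 h medians of the genes called at 24 h kept their sign, from 0.71 to 0.96 for the higher and from -0.57 to -0.31 for the lower genes. The biogenesis and tRNA synthetase sets kept their calls at 12 and 24 h, with lowest medians of 0.26, 0.45, 0.14 and 0.10. In TIR1 from 0 to 24 h 481 to 692 genes were called, and in Pol I-AID 446 to 567 from 0 to 12 h and 1014 to 1210 from 0 to 24 h. The count of families was within 1.5 times of 6, from 4 to 7, under all 9 alternatives that left out no library, but its members changed. The spp, ugt and npp genes passed under all 9. The fbxa genes were lost with library size, the cox genes with the length trend removed, where the sec genes were gained, and the cox and pgp genes with counts divided by 2. DESeq2 gained the rpl genes, and FDR alone lost fbxa and cox and gained vha, cyp and clec.

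Replicate numbers did not pair the samples of the strains at the same time. The deviations of these same-numbered libraries from their group means correlated at -0.05 to 0.173, with 2 of 12 pairs over 0.1. Pairing across time points was not examined. With the replicate number as a block, 3 genes were higher and 12 lower at 0 h, 142 and 35 at 12 h and 304 and 197 at 24 h. The translation factor set at 12 h then had a median of 0.13 with a camera FDR of 0.0556, in a range from 0.0142 to 0.294 over the alternatives that left out no library. The number of gene families was also 6, but the cox genes no longer passed and the sec genes did. No other call of the gene sets, of rpoa-2 or of the medians over time changed under the block.

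Depth limits the genes with few counts. In TIR1 0 h replicate 3, with 3.18 M counts, and TIR1 24 h replicate 1, with 4.68 M, a floor of 3 counts is a higher level than in the other libraries. The rpoa-2 transcript was near this floor, so its differences are limited by depth.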

Other observations

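Of the tests below, those on gene length and on leaving out 1 TIR1 24 h library for the genes called lower, on the course of the genes higher at 12 and 24 h in the controls, on rpoa-2 and on the hypodermis list were chosen only after the result was seen.

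The numbers of genes called were set against other splits of the same libraries. For Pol I-AID against TIR1, 1 of 35 splits, the real one, gave as many genes at 0 h, and the highest count of the other splits was 10 against 12. At 12 and 24 h the share was also 1 of 35, and the other splits gave at most 1 and 2 genes. For the changes from 0 to 24 h in TIR1 and from 0 to 12 h and 0 to 24 h in Pol I-AID, 1 of 35 splits gave as many, and the other splits gave at most 24, 0 and 0 genes.

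Depth was set against the number of genes called at 24 h. With all 8 libraries thinned to 4.68 M counts, a median of 405 genes (384 to 427 over 10 thinnings) were called, against 532 at full depth. A difference in depth between the groups is therefore unlikely to be the source of most calls. Thinning adds sampling noise, which by itself lowers the count.

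Genes lower in Pol I-AID at 24 h were examined for transcripts carried by a single TIR1 library, as tissue from another organ in 1 sample would give. In 4 of the 232 (1.72%), over 75% of the TIR1 signal came from 1 library. These 4 were ule-3, ule-5, lec-2 and myo-1, named after their values were seen, and such transcripts could account for them. A lower share excludes nothing for the other genes, since the share was taken over genes chosen by their calls, and dct-16 had TIR1 levels from 269 to 2690 CPM. With 1 of the 4 TIR1 24 h libraries left out, at least 160 genes were called lower, the fewest without replicate 4. A number of lower calls this large therefore did not depend on any 1 of these libraries. The overlap of these calls with the 232 is not given, so the test does not decide for the 232 themselves. TIR1 24 h replicates 3 and 4 were the highest libraries in 44% of the lower genes and in 22.7% of the genes not called.

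Exon length was a further explanation for the lower genes at 24 h, since 57 of the 232 were under 600 bases. After the length trend of each library had been removed, 166 of the 232 were called again and 66 were not, of which 37 were under 600 bases. Length-dependent recovery may account for many of the short genes in this list. The calls of the other 166 remained, so the fitted average trend does not account for them. A part of their change may still come from length, since only an average trend was removed.

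Ribosomal protein genes were lower in Pol I-AID at 24 h, with a median log2 fold change of -0.86. The median nearest 0 under the other scalings was -0.85, and after thinning to the shallowest library it was -0.83, which argues against scaling and depth as the source. Without TIR1 24 h replicate 4, the library with the largest influence, it was -0.37 and the call was lost (camera FDR 0.254, range 6.93e-08 to 0.254 over the fits that left out libraries). The median log2 CPM of these genes at 24 h was 3.15, 3.54, 4.88 and 5.33 in TIR1 replicates 1 to 4 and 3.88, 3.38, 3.81 and 3.92 in Pol I-AID. Only TIR1 replicates 3 and 4 lay above all Pol I-AID libraries, so a few libraries cannot be told apart from a strain difference as the source. Genes matched in exon length and mean level had a median of -0.37 (95% of 1000 draws from -0.63 to -0.17), and 0 of the 1000 draws were as far from 0 as the ribosomal protein genes. When the length trend was fitted without these genes and removed, their median was -0.21. The short-gene index and the level of these genes moved together across libraries, so a difference in the recovery of short transcripts and a lower level of ribosomal protein transcripts cannot be told apart at 24 h. At 0 h, before auxin, the same genes were higher in Pol I-AID, with a median of 0.53. Matched genes had 0.16 (0.07 to 0.25), with 0 of 1000 draws as far, and the median was 0.26 with the trend removed. Length bias cannot be told apart from another cause there either. The 0 h difference rested on 1 library, as its median was -0.06 without Pol I-AID 0 h replicate 3.

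A faster passage along a response that the controls also show was tested for the genes higher at 24 h. Their median change in TIR1 from 0 to 12 h was 0.05, at percentile 90 of 10000 lists matched in expression, whose median was 0.01 (95% from -0.05 to 0.07). Without the library labelled TIR1 12 h replicate 4 the median was 0.07, and in Pol I-AID the same genes changed by 0.96 over that time. This test does not decide, since a rise in TIR1 after 12 h would also go with a faster passage. The 134 genes higher at 12 h had a median TIR1 change from 0 to 24 h of 0.94, at percentile 100 of 10000 matched lists, whose median was -0.04 (95% from -0.16 to 0.08). Of these genes, 54 were called higher in TIR1 over that time, and in Pol I-AID their median change from 0 to 12 h was 2.06. A faster passage may therefore account for part of the difference at 12 h and stays open at 24 h, beside a response to the loss of RNA polymerase I as a hypothesis.

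The rpoa-2 transcript was above TIR1 at every time point, with a mean log2 fold change of 1.18 (SE 0.34) over the 3 times. The unadjusted p of this mean was 0.00215 (edgeR, FDR 0.0235 over all tested genes), which argues against chance. The change of the difference from 0 to 24 h was 0.65 (SE 0.86, unadjusted edgeR p 0.455), so a response of the transcript to the loss of its protein cannot be told apart from a constant difference at counts this low. A constant difference could come from the tag, which the paper describes as inserted into the endogenous rpoa-2 gene, and this was not tested.

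The hypodermis list, in which collagen genes dominate, reached 3641 ppm of the counts outside the vitellogenin genes in TIR1 0 h replicate 1 and 1479 in TIR1 0 h replicate 4. In the other 22 libraries it was at most 545, with a median of 190. In these 2 libraries col-140 stood at 634 and 258 (median of the others 25.1), col-119 at 563 and 225 (22.2) and col-124 at 386 and 134 (9.68). In replicate 1 the body wall muscle list was also high, at 269 against at most 35.2 and a median of 13.1, so RNA of the body wall in that sample may be the source. In replicate 4 the muscle list was at 18.1, within the range of the others, so hypodermis without muscle cannot be told apart from a change of collagen expression in the intestine. The falls of col-119 and col-140 in TIR1 over time rest on the levels of these 2 libraries. Of the 167 genes in the list, 31 passed the count filter.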
